# Screening for the protective effect target of deproteinized extract of calf blood and its mechanisms in mice with CCl_4_-induced acute liver injury

**DOI:** 10.1371/journal.pone.0180899

**Published:** 2017-07-10

**Authors:** Guangyu Xu, Xiao Han, Guangxin Yuan, Liping An, Peige Du

## Abstract

Liver injury is a common pathological basis of various liver diseases, and long-term liver injury is often an important initiation factor leading to liver fibrosis and even liver cirrhosis and hepatocellular carcinoma (HCC). It has been reported that deproteinized extract of calf blood (DECB) can inhibit the replication of hepatitis B virus and confers a protective effect on the liver after traumatic liver injury. However, few studies on the regulatory factors and mechanisms of DECB have been reported. In this current study, an acute mouse liver injury model was established with carbon tetrachloride (CCl_4_). The differentially expressed genes and related cell signal transduction pathways were screened using mRNA expression microarray. STEM software V1.3.6 was used for clustering gene functions, and the DAVID and KEGG databases were applied for the analysis. A total of 1355 differentially expressed genes were selected, among which nine were validated by RT-qPCR. The results showed that the Fas, IL1b, Pik3r1, Pik3r5, Traf2, Traf2, Csf2rb2, Map3k14, Pik3cd and Ppp3cc genes were involved in the regulation of DECB in an acute mouse liver injury model. Targets of the protective effects of DECB and its related mechanisms were found in mice with acute liver injury induced by carbon tetrachloride, which may provide an important theoretical basis for further DECB research.

## 1. Introduction

Liver injury is defined as acute liver dysfunction caused by viral infection, liver toxicity, toxic substances or hepatic ischemia reperfusion, and the common pathological basis of various liver diseases is generally characterized by pathological characteristics such as liver cell degeneration, necrosis, and apoptosis [1]. Long-term liver injury can often lead to liver fibrosis and is an important initiating factor in the occurrence of liver cirrhosis and hepatocellular carcinoma (HCC) [2]. Therefore, the prevention and treatment of liver injury is a major step in the clinical treatment of liver diseases, and controlling liver injury occurrence and development hold great clinical significance for the treatment of liver diseases [3].

Main components of deproteinized extract of calf blood (DECB) include active polypeptides (molecular weight less than 5000D), nucleotides, oligosaccharides, lipid molecules, and other low-molecular weight organic matters. Inorganic substances, such as trace elements necessary for the human body and electrolytes (K^+^, Na^+^, Ca^2+^, Mg^2+^, Fe^2+^, Zn^2+^, and Cl^-^), account for 70% of DECB, and organic substances, such as oligosaccharides, nucleic acid derivatives, low molecular peptides, amino acids, lipids and sugars, and lipid metabolic intermediates, account for 30% of DECB. Small molecular peptides, which are quantitatively analyzed by the Folin-phenol reagent method, are active ingredients in DECB. Capillary zone electrophoresis and reverse phase high performance liquid chromatography (RP-HPLC) are used for fingerprint analysis of small peptides in DECB, and small peptides in DECB can be qualitatively analyzed by liquid chromatography/mass spectrometry (LC/MS). The high molecular material content and molecular weight distribution of DECB can be analyzed by gel chromatography, free amino acids and amino acids after hydrolysis of DECB can be quantitatively analyzed using RP-HPLC and precolumn derivatization, and common metal ions in DECB, including potassium, sodium, calcium, magnesium, copper, iron, zinc and lead, can be quantitatively analyzed by atomic absorption spectrophotometry [4,5]. Recent studies have shown that they can promote the growth of hepatocytes, improve the utilization of oxygen and glucose in liver cells, and enhance immune function [6]. It has been reported that DECB can inhibit replication of hepatitis B virus and that it induces a protective effect on liver function after traumatic liver injury. However, studies on DECB have mainly focused on its protection of liver injury in clinical trials or animal experiments. No in-depth study on the mechanism and related key regulatory genes has been reported, which has resulted in major limitations of the applications of DECB.

With the wide applications of CHIP and bioinformatics, the large-scale screening of drug targets and investigating of mechanisms through data mining have become a reality. In this study, an acute liver injury model induced by carbon tetrachloride (CCl_4_) was established in mice, and the differentially expressed genes and related pathways were screened using mRNA expression microarrays in DECB-treated and control groups. We sought to discover targets related to the protective effect of DECB in mice with CCl_4_-induced acute liver injury and to investigate the related mechanisms to provide a theoretical basis for further studies.

## 2. Experimental materials

### 2.1 Animals

Forty-eight-week-old male ICR mice (SPF grade), weighing 16~18 g, were purchased from Changchun City Yisi Experimental Animal Technology Co., Ltd. (license number: SCXK (Ji)-2011-0004). Animals were housed individually at a temperature of 20±1°C and a humidity of 40–70% and were subjected to a 12-h light/dark cycle with free access to food and water. The study was conducted according to the European Community Guidelines for the Use of Experimental Animals. The protocol was approved by the Ethics Committee of Beihua University.

### 2.2 Reagents

Reagents included DECB (homemade); Hugan tablets (Heilongjiang Sunflower Pharmaceutical Co., Ltd.; batch number: 201408073); an alanine aminotransferase (ALT) kit and an aspartate aminotransferase (AST) kit (Shanghai Yongle Biological Products Research Institute); glutathione (GSH), a malondialdehyde (MDA) kit and total superoxide dismutase (T-SOD) (Nanjing Jiancheng Bioengineering Institute; batch number: 20151204, 20151121 and 20151016); and a TUNEL apoptosis detection kit (Roche; batch number: 11684817910). Chemical agents for Western blot were obtained from Sigma Aldrich. All other chemical reagents were from a commercial source.

### 2.3 Instruments

Instruments included a SPX-250B-Z constant temperature biochemical incubator (Shanghai Boyuan Industrial Co., Ltd.), a 5430R low temperature high-speed centrifuge (Eppendorf company, USA) and an Infinite M200 microplate recorder (TECAN).

## 3. Experimental methods

### 3.1 Animal grouping and drug administration

After acclimating to the laboratory environment for 3 d, 40 male mice were randomly divided into 4 groups (n = 10 in each group), as follows: a blank control group (CON), a model group (M), a DECB group, and a positive control group (PC). Mice in the CON group were given normal saline (20 mL/kg), mice in the DECB group were given DECB (1 g/kg), mice in the PC group were given Hugan tablets (20 mL/kg), and mice in the M group (20 BW) were given normal saline (20 mL/kg) intragastrically once per day for 30 d.

### 3.2 Establishment of carbon tetrachloride-induced liver injury

Two hours after the last administration, mice in the CON group were injected with ablend oil, and those in the other three groups were injected with 10% carbon tetrachloride blend oil (10 mL/kg).

### 3.3 Determination of biochemical indexes and its methods

Twelve hours after the last administration, mice were deprived of food but not drinking water for 24 h. Mice were anesthetized with 1% pentobarbital sodium (80 mg/kg), and blood samples were taken from their peripheral blood and centrifuged to obtain the serum. Alanine transferase (ALT) and aspartic acid transferase (AST) activities in the serum were detected according to the kit instructions. The liver tissues of the mice were washed with cold normal saline and then prepared into 10% liver homogenates; the homogenates were centrifuged to obtain the sera. T-SOD activity, GSH and MDA contents were determined according to the kit instructions.

### 3.4 HE staining of liver tissues

The liver tissues of the mice were fixed with 10% neutral formalin, embedded with paraffin, sliced, stained with hematoxylin-eosin (HE) and observed under a light microscope.

### 3.5 Detection of liver cell apoptosis

Apoptosis of liver cells was detected by TUNEL assays. According to the kit instructions, liver cells were labeled using TUNEL, after which the nuclei of apoptotic cells with positive TUNEL staining showed a dark brown color.

### 3.6 Western blot analysis

Detection of caspase-8, caspase-3 and caspase-9 protein contents in the liver tissue by Western blot: An appropriate amount of frozen liver tissue was thawed on ice and then treated with cell lysate and centrifuged to obtain the supernatant for sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE). For SDS-PAGE, the protein was transferred onto a nitrocellulose membrane, blocked with TBS containing 5% skim milk, supplemented with the first antibody (1:4000 diluted), incubated at 37°C for 1 h, washed 3 times with TBS containing 5% skim milk for 10 min each time, supplemented with the secondary antibody (1:000 diluted), incubated at 37°C for 1 h, and washed 3 times with TBST for 10 min each time, and the images were obtained by ECL blotting chemiluminescence. β-actin was used as the reference protein, ImageJ was used to determine the gray values of the bands, and the amount of target protein expression corresponding to that of the reference was determined by the gray comparison method for analyzing the difference in the amount of protein expression among the samples.

### 3.7 RNA extraction and quality control

Total liver RNA was extracted using Trizol reagent (Invitrogen, Gaithersburg, MD, USA), and the mRNA was purified according to the instructions of the RNeasy mini kit (Qiagen, Valencia, CA, USA). RNA samples were assessed for RNA integrity, inhibitor, and DNA contamination according to the kit instructions. The quality of mRNA was detected by agarose gel electrophoresis, and the content was determined by a UV spectrophotometer.

### 3.8 Microarray experiment

#### 3.8.1 Sample labeling and hybridization

The samples were labeled in accordance with the instructions of the Quick Amp Labeling Agilent kit, and hybridization experiment was carried out using SureHyb Agilent.

#### 3.8.2 Data acquisition and standardization

The micro-array was scanned with an Agilent DNA Microarray Scanner after washing. Agilent Feature Extraction software (v11.0.0.1) was used for acquisition of chip probe signal values. The chip standardization was conducted with Agilent GeneSpring GX v12.1 software. Points outside the 95% confidence interval were considered differentially expressed genes.

#### 3.8.3 Analysis of differentially expressed genes and their functions

Agilent Gene Spring GX v12.1 software was used to select the differentially expressed genes.

#### 3.8.4 Cluster analysis

Clustering analysis of significantly differentially expressed genes was carried out using STEM software V1.3.6 (short time-series expression miner, http://www.cs.cmu.edu/jernst/stem/). Based on the norms of the software, the gene list to be analyzed was constructed, Mouse (EBI) was selected as the functional annotation gene pool, Mus musculus (ensemble/Biomart) was used for the gene mapping database, and the operation was performed after setting the time expression module number to obtain the expression modules of significantly differential genes (known as the clustering phase) for which *P* < 0.001 was taken as the screening standard for significance.

#### 3.8.5 Analysis of the functional significance of differentially expressed genes

Based on the NCBI gene ontology database, GO annotation of these genes was conducted to obtain all GOs in which the genes were involved, the Fisher exact test and Chi square test were used to calculate the significance level and misjudgment rate of each GO, and the P values were calibrated with the misjudgment rate to screen for the significance (*P* < 0.05) of differential genes [7]. The results were artificially analyzed with the European Bioinformatics Institute (EBI) database.

#### 3.8.6 Analysis of the function and biological pathway enrichment of differential genes screened by the mRNA expression microarray using DAVID

The DAVID database (http://david.abcc.ncifcrf.gov) was opened, and 1355 genes were presented as the gene set for further analysis. In addition, the corresponding gene identifier (the gene identifier corresponding to the gene name was OFFICIAL_GENE_SYMBOL) was selected; the whole mouse genome mice was marked as background genes, and the "functional annotation tool" was selected as the analytic tool, through which the results of GO and biological pathway enrichment analysis of differentially expressed genes were obtained [8].

#### 3.8.7 KEGG analysis, data sources and pretreatment

All pathways used in this study were obtained from the KEGG database [9]. Apoptosis-relevant KEGG pathways were obtained from http://www.kegg.jp/kegg-bin/show_pathway?map04210 in April 2016.

### 3.9 Diseases and biofunction analysis

Ingenuity Pathway Analysis (IPA) analysis was performed through the Ingenuity^®^ Knowledge Base database and subjected to the Fisher exact test. Through IPA analysis, we obtained significant diseases and biofunctions and experimental data corresponding to biological trends. Through this analysis, we identified the gene group with the specific biological function, predicted the activation and inhibition of biological functions, and provided detailed data for the direct understanding of the intrinsic cause of a specific biological phenotype.

### 3.10 Validation by real-time quantitative PCR

The differentially expressed genes relevant to the regulation of DECB on mice immune functions were validated by real-time quantitative PCR. The operation of RT-qPCR was strictly in accordance with the Real-time PCR Master Mix (SYBR Green, TOYOBO Company) manual, and the instrument used was a Roche LightCycler 1.5. The primers are shown in Table 1.

**Table 1:** Primer pairs for real-time PCR.

Gene name	Sequences of two way primers	Annealing temperature (°C)	Product length (bp)
GAPDH	F:5’CACTGAGCAAGAGAGGCCCTAT3’ R:5’GCAGCGAACTTTATTGATGGTATT3’	60	144
Fas	F:5’ ATCTGGGCTGTCCTGCCTCTG3’ R:5’ TCAGTTTCACGAACCCGCCTC3’	60	113
Traf2	F:5’ CAGAAAGCGTCAGGAAGCCGTAG3’ R:5’ CAGTGCCGTCGCCATTCAAGT 3’	60	119
Il1b	F:5’ CTTCAGGCAGGCAGTATCACTC3’ R:5’ GCAGTTGTCTAATGGGAACGTC3’	60	194
Pik3r1	F:5’ TCTACCCAGTGTCCAAATACCAG3’ R:5’ TAAATGCTTCGATAGCCGTTC3’	60	189
Pik3r5	F:5’ ATCGGATTTCAGGGAAGGTGG3’ R:5’ GGAGTGGAGATGCTTGGCTCA3’	60	174
Ppp3cc	F:5' TTCCTCTTGCTGCCCTCTTAA3’ R:5’ TTCTCGCTGCCGTAGTCCTCT3’	60	175
Pik3cd	F:5' CATCAGTGGCTCTGCGGTTTG3’ R:5’ ATCTCCTTGGTTTGGGGCTTG 3’	60	169
Csf2rb2	F:5' GGACATAGAGTTTGAGGTGGC3’ R:5’ AGCATAGATGCTGTTGGGTAG3’	60	127
Map3k14	F:5' AAGACCGAGCCCTTTACTACC3’ R:5’TCAGCTTTGACATCGCCATGC3’	60	91

### 3.11 Data processing

SPSS 16 software was used for data analysis. Single-factor analysis of variance and q tests on the measurement data were conducted with the ANOVA program, the least significant difference (LSD) test was used for pairwise comparisons. The graded data were analyzed with Ridit, and *P* < 0.05 was considered statistically significant [10].

## 4. Results

### 4.1 Effects of DECB on liver functions of mice with CCl_4_-induced hepatic injury

Compared with those in the blank control group, serum ALT and AST activities of mice in the model group were significantly elevated (*P* < 0. 05). Compared with those in the model group, serum ALT and AST activities of mice in the DECB and positive control groups were significantly reduced (*P* < 0. 05), as shown in Table 2.

**Table 2:** Effects of DECB serum ALT and AST activities in mice with CCl_4_-induced liver injury.

Group	AST (IU/L)	ALT (IU/L)
CON	61.38±6.42	25.19±5.96
M	97.73±9.33^#^	56.46±11.30^#^
DECB	65.34±15.39*	33.01±5.86*
PC	63.70±7.48*	35.04±3.99*

*P<0.05 *vs*. model group,

^#^*P*<0.05 *vs*. blank control group.

CON, blank control group; M, model group; DECB, deproteinized extract of calf blood group; PC, positive control group.

### 4.2 Effects of DECB on GSH, MDA and T-SOD in the liver tissues of mice with CCl_4_-induced liver injury

GSH and T-SOD activities and MDA levels of liver tissues in the model group significantly differed from those in the blank control group (*P* < 0.01). Compared with those in the model group, GSH activity was significantly increased (*P* < 0.05), MDA level was significantly reduced (*P* < 0.05), and T-SOD level was significantly reduced (*P* < 0.05) in the DECB group and the positive control group (Table 3).

**Table 3:** Effects of DECB on GSH, MDA and T-SOD in liver tissues of mice with CCl_4_-induced liver injury.

Group	GSH /mg·g^-1^	MDA /nmol·mg^-1^	T-SOD U/mg prot
CON	1.32±0.27	0.60±0.08	278.08±30.62
M	4.18±1.99^#^	1.24±0.64^#^	164.41±63.57^#^
DECB	1.21±0.45*	0.56±0.22*	247.41±37.89*
PC	1.01±0.13*	0.45±0.14*	254.6±43.12*

*P<0.05 vs. model group,

^#^*P*<0.05 *vs*. blank control group.

CON, blank control group; M, model group; DECB, deproteinized extract of calf blood group; PC, positive control group.

### 4.3 Effects of DECB on pathological changes in the liver tissue of mice with CCl_4_-induced liver injury

The pathological changes of liver tissue were observed under a light microscopy. The results showed that liver cells were orderly arranged with clear nucleoli and contained abundant cytoplasm with a red color and round nuclei. The nuclear chromatin appeared blue, and the size of the liver sinus was normal. No abnormal pathological changes in liver tissues in the blank control group were observed (Fig 1A). In the model group, liver cells were markedly injured, presenting obvious liver cell swelling, with irregular nucleus size, varying degrees of shrinkage, hepatic cord disorder, loose cytoplasm, varying degrees of liver cell degeneration, fatty degeneration of a large number of liver cells, reticulate structure with pale red loose cytoplasm, lipid droplet vacuoles of different sizes in the cytoplasm, and lymphocytic infiltration, but no obvious liver fibrosis (Fig 1B). In the DECB and positive control groups, sporadic lipid droplets and cells with hydropic degeneration were observed in liver tissues, but to a lesser degree than in the model group, and liver cells were mildly swollen (Fig 1C and 1D).

**Fig 1:**
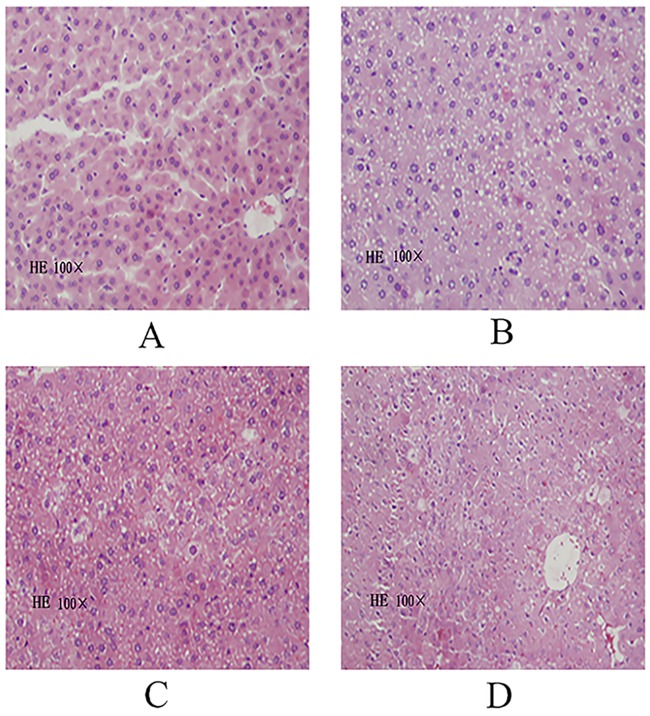
HE staining of the liver cells of mice (HE100×). (A: blank control group; B: model group; C: DECB group; D: positive control group).

### 4.4 Effect of DECB on liver cell apoptosis

The apoptosis of liver cells was detected by TUNEL staining, in which the nuclei of apoptotic liver cells were brownish yellow and those of non-apoptotic liver cells were blue.

Compared with those in the blank control group, the number of cells with positive TUNEL staining in the liver tissue in the model group and the apoptosis index were significantly increased (*P* < 0.01). The cells in the DECB group were significantly reduced and the apoptosis index was significantly decreased (*P* < 0.01) compared with those in the model group, as shown in Fig 2 and Table 4.

**Fig 2:**
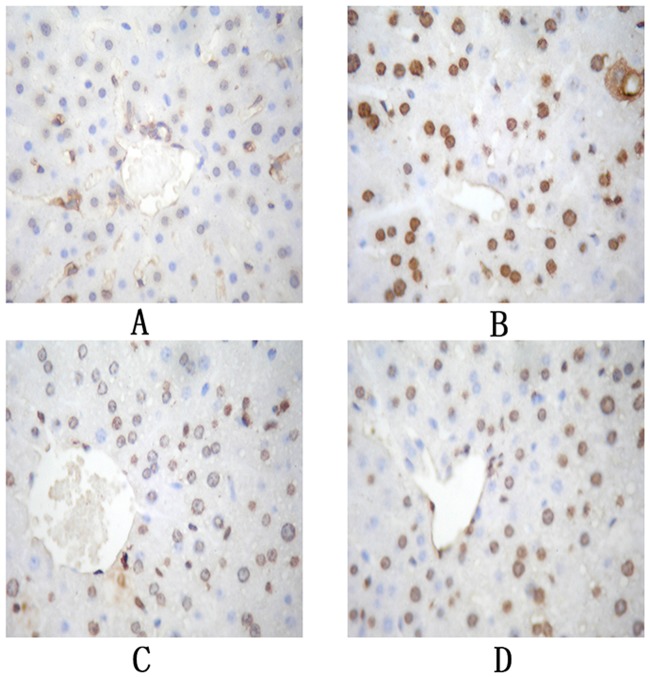
TUNEL staining of the liver of mice cells (×400). (A: blank control group; B: model group; C: DECB group; D: positive control group).

**Table 4:** Effect of DECB on the hepatocyte apoptosis index in mice with CCl4-induced liver injury (*n* = 10, mean±SD).

Group	Apoptosis index (%)
CON	0.63±0.38
M	6.09±0.78^#^
DECB	2.89±0.55*
PC	2.65±0.46*

*P<0.05 vs. model group,

^#^*P*<0.05 *vs*. blank control group.

CON, blank control group; M, model group; DECB, deproteinized extract of calf blood group; PC, positive control group.

### 4.5 Western blot analysis

There was only a small amount of caspase-3, caspase-8 and caspase-9 expressed in the normal liver tissues, and the expression of caspase-3, caspase-8 and caspase-9 increased (*P*<0.05) in the model group but decreased in the DECB and PC groups (*P*<0.05), as shown in Fig 3.

**Fig 3:**
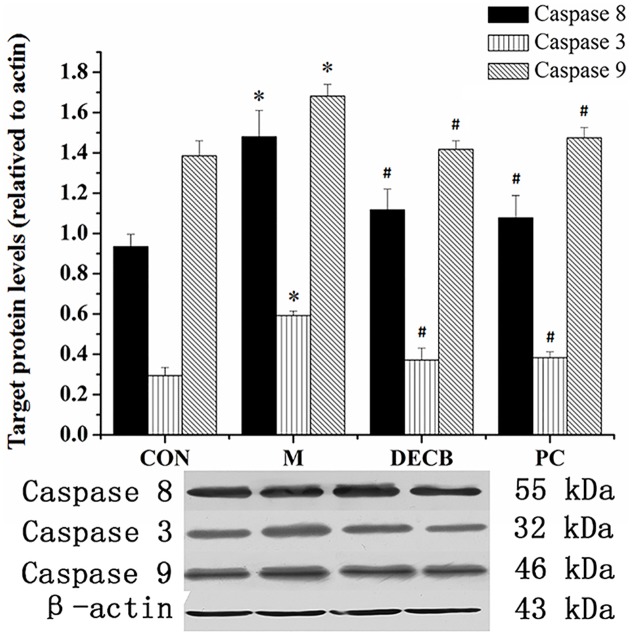
Weston blot validation of caspase-8, caspase-3 and caspase-9. *P<0.05 vs. blank control group, ^#^*P*<0. 05 vs. model group. (CON, blank control group; M, model group; DECB, deproteinized extract of calf blood group; PC, positive control group).

### 4.6 Screening of differentially expressed genes by mRNA expression microarray

The results of differentially expressed genes screened by mRNA expression microarrays showed that there were 1355 differentially expressed genes in the DECB group compared with the model group, among which the expression of 507 (30.49%) genes was significantly up-regulated, and the expression of 848 (69.51%) genes was significantly down-regulated (see Fig 4).

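The arrays were 1-colour Agilent mouse expression arrays, on which the liver RNA of each sample, labelled with the dye Cy3, is hybridised alone, so that the brightness of a spot measures the RNA that binds its probe. There were 3 arrays of the M group and 3 of the DECB group, and the paper gives 10 mice per group. Neither the paper nor the sample labels state whether an array holds the RNA of 1 mouse or of a pool. Each SD given here is therefore a spread between arrays. The paper gives 30 days of gavage for both groups, with DECB at 1 g/kg and normal saline at 20 mL/kg, and then an injection of 10% CCl4 in oil at 10 mL/kg. The sample labels give 30 days beside the DECB dose for the DECB arrays. For the M arrays they give 1 day beside 10 mL/kg, which is the CCl4 dose. The 2 durations may therefore refer to different treatments. The deposited files hold the intensity of 43020 spots per array, after the background subtraction of the Agilent software, for 39429 probes. The paper names GeneSpring GX for the standardization, but its text names no scaling and no test for the arrays. Here each array's log2 intensity was set relative to its own 75th percentile, and 15494 genes were tested between the groups with limma. Each gene was represented by its brightest probe, and its probe had to be well above background on all 3 arrays of at least 1 group. The 75th percentile of the intensity was 595, 724 and 433 on the M arrays and 288, 366 and 453 on the DECB arrays. Between 28005 and 29370 probes were well above background on the M arrays, and between 26091 and 27437 on the DECB arrays. By their scans, all 3 DECB arrays and M replicate 3 lay on 1 slide, and M replicates 1 and 2 on another. The slide is therefore partly confounded with the group, and the number of arrays limits the precision of every value.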

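Of the 15494 genes tested, 3616 differed between the DECB and M arrays at an unadjusted p under 0.05 in limma, of which 2246 were higher on the arrays labelled DECB and 1370 were lower. The genes higher in DECB made up 62.1% of them. After Benjamini-Hochberg adjustment 218 genes remained at an adjusted p under 0.05, 155 higher and 63 lower in DECB, and on all 218 the 3 arrays of one group lay above the 3 arrays of the other. Over all genes tested the groups were separated in this way for 28.9%, where chance gives 10%. With slide as a block, 0 genes reached an adjusted p under 0.05 in limma and 2407 an unadjusted p under 0.05. The adjusted count in limma also fell to 0 without M replicate 2, without M replicate 3 or without DECB replicate 3, where 1827, 4218 and 1996 genes had an unadjusted p under 0.05, and it rose to 1412 without DECB replicate 2. The share of genes higher in DECB was 78.7% with a background correction by normexp, 54.1% after quantile normalization and 49.8% with gene by gene array weights. Among the largest fitted increases past the adjusted threshold, S100a8 rose from -0.85 ± 0.41 (SD, n = 3) to 3.19 ± 1.47 (SD, n = 3) in log2 units relative to the 75th percentile, a log2 fold change of 4.04 (standard error 0.69, adjusted p = 0.0481 from limma). Its adjusted p was above 0.05 without any 1 array other than DECB replicate 2. Slfn3 and Il1r2 were not well above background on any M array and were at least 14.8-fold and at least 15.1-fold higher in DECB. Slfn4 and F13a1 were well above background on only 1 M array each. The genes with the 5 largest fitted decreases were not well above background on any DECB array, so that only bounds can be given, which do not rank these genes among the decreases. They were Pianp (at least 4.19-fold lower), B930025P03Rik (at least 7.24-fold lower), Serpinb7 (at least 2.24-fold lower), 1700060C20Rik (at least 1.92-fold lower) and Slc5a12 (at least 1.99-fold lower). A bound sets the mean of the bright group against, on each dim array, the higher of the probe's own signal and the lowest signal of a probe well above background.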

**Fig 4:**
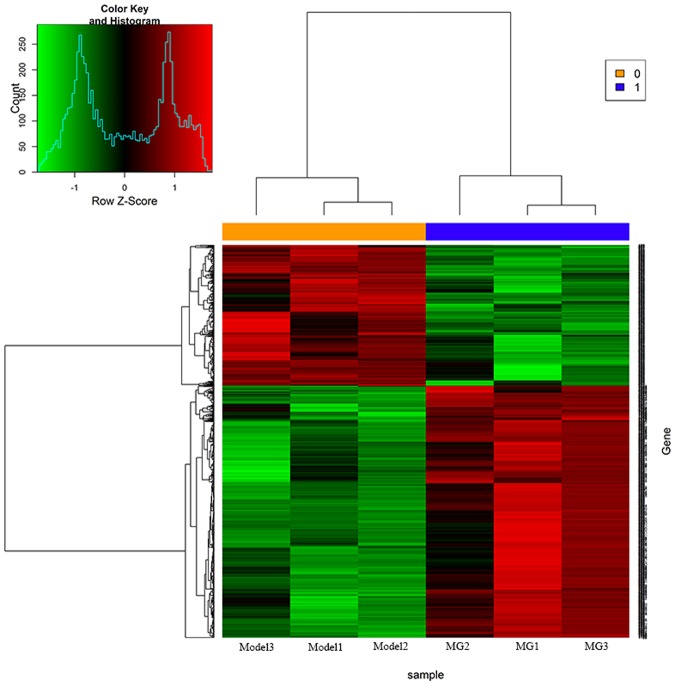
Results of mRNA expression profile microarray analysis. (M, model group; DECB, deproteinized extract of calf blood group).

In this experiment, the liver injury in the mice was induced by CCl_4_. It is well known that liver injury is closely related to apoptosis of liver cells and that the promotion of liver cell apoptosis can cause liver injury. On the contrary, the inhibition of liver cell apoptosis may prevent liver injury and thus protect the liver. As shown in Fig 2, the results obtained by mRNA expression microarray analysis in the DECB group and the model group revealed an obvious distinction, indicating that DECB could protect the liver by inhibiting apoptosis-related genes (69.51% of gene expression was significantly down-regulated).

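A list of 85 genes of the apoptosis pathway was fixed before the data were examined, and 79 of them were measured. It mixes genes that the paper describes as promoting apoptosis, such as Fas, with others described as inhibiting it, such as Traf2. A shift of the list therefore gives no direction of apoptosis itself. On the arrays labelled DECB 50 of the 79 genes were higher and 29 were lower than on the M arrays, with a median log2 fold change of 0.16. The list was shifted upward as a whole (camera with a preset inter-gene correlation, adjusted p = 0.0366 over 16 lists), and the mean of the list on each of the 3 DECB arrays lay above that on each of the 3 M arrays. The shift was past the threshold in only 7 of the 17 alternatives run for the list. It was past it under fry (adjusted p = 0.000474). Among the settings where it was not were the estimated correlation (adjusted p = 0.31), quantile normalization (adjusted p = 0.0693) and slide as a block (adjusted p = 0.198). Of the single genes, 2 reached an adjusted p under 0.05 over all genes tested and 3 when adjusted over the list alone. The list holds all 9 genes of Table 5, which the paper picked on these arrays, so those genes are not independent evidence. The other 70 had a median log2 fold change of 0.13, with 43 of them higher in DECB and an unadjusted p above 0.05 in camera. The paper proposes from the share of down-regulated genes and from the distinction between the 2 groups that DECB could protect the liver by inhibiting apoptosis-related genes. Apart from the arrays it reports a lower apoptosis index by TUNEL and less caspase protein in the DECB group than in M. Its RT-qPCR ratios also go with Table 5. Those measurements were not analysed here.

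**Figure D1:**
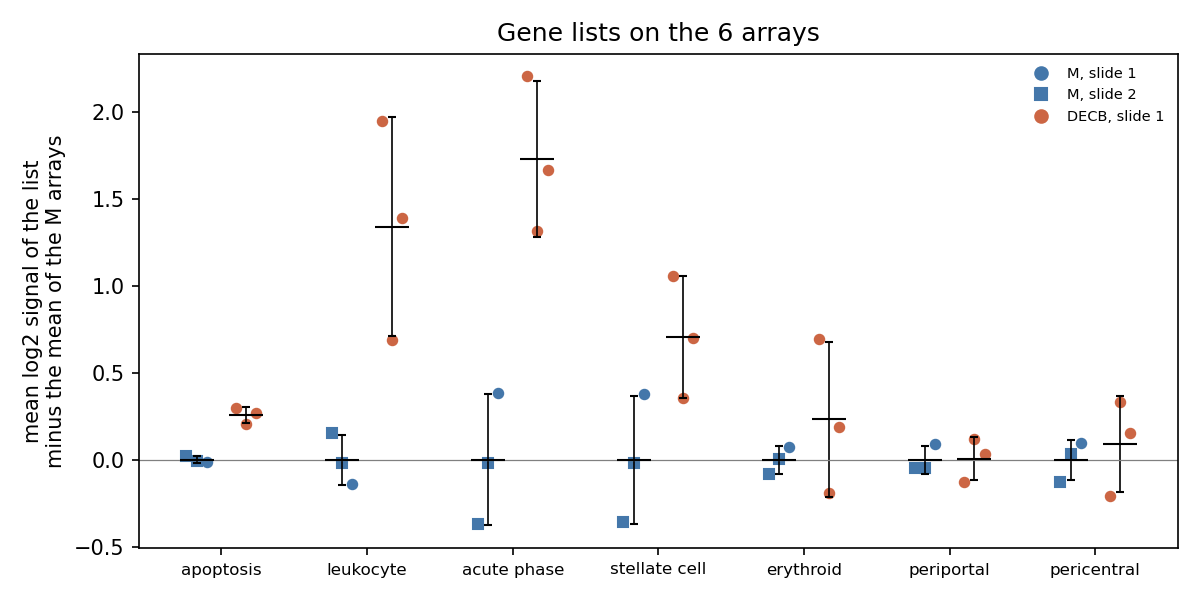
Mean log2 signal of 7 gene lists on each of the 6 arrays, relative to the mean of the M arrays. Each point is an array, circles lie on slide 1 and squares on slide 2, and the bars give the mean and SD of each group. The apoptosis list lies between 0.21 and 0.30 on the DECB arrays.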

### 4.7 Clustering analysis of mRNA expression profile microarray data

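Fas, Pik3r1, Pik3r5, Pik3cd, Il1b, Csf2rb2 and Map3k14 had a higher mean on the arrays labelled DECB than on the M arrays, and Traf2 and Ppp3cc had a lower one. At an unadjusted p under 0.05 in limma 6 of the 9 genes differed, and for these 6 every DECB array lay above every M array. Of these 6 genes, 5 differed with slide as a block, and Csf2rb2 did not. Fas and Pik3r1 reached an adjusted p under 0.05 over all genes tested, and 6 genes did so when adjusted over the list alone, although the paper chose the list on these same arrays. Pik3r5 had a log2 signal relative to the 75th percentile of -4.13 ± 0.20 (SD, n = 3) in M and -2.28 ± 0.68 (SD, n = 3) in DECB, a log2 fold change of 1.85 (standard error 0.35, adjusted p = 0.0566). Its adjusted p was 0.0496 after quantile normalization, 0.0347 with median scaling and 0.0154 without DECB replicate 2. Ppp3cc had 1.03 ± 1.01 (SD, n = 3) in M and 0.21 ± 0.59 (SD, n = 3) in DECB, a difference of -0.82 that is within the spread of the M arrays (adjusted p = 0.382) and that changed sign, to 0.28, with slide as a block.

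**Figure D2:**
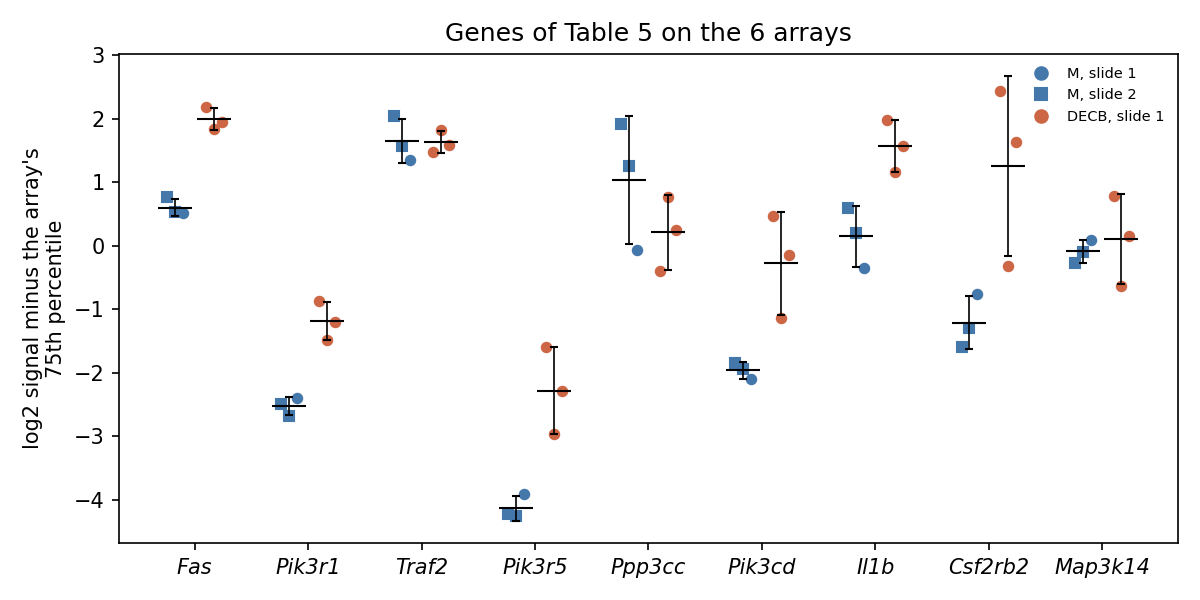
Log2 signal of the 9 genes relative to the 75th percentile of each array. Each point is an array, circles lie on slide 1 and squares on slide 2, and the bars give the mean and SD of each group. The DECB arrays lie above the M arrays for Fas, Pik3r1, Pik3r5, Pik3cd, Il1b and Csf2rb2, and the groups overlap for Traf2, Ppp3cc and Map3k14.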

Clustering analysis with STEM V1.3.6 software was performed for the 1355 differentially expressed genes, and the results revealed nine differentially expressed genes in the apoptotic pathway, among which the expression of 2 genes was up-regulated and the expression of the other 7 genes was down-regulated (Table 5).

**Table 5:** Differential expression of genes in the apoptotic pathway based on the mRNA microarray.

EntrezGeneID	GeneSymbol	Regulation	P-value	FDR	Description
14102	Fas	down	0.000657175	0.083560716	Fas (TNF receptor superfamily member 6)
18708	Pik3r1	down	0.00125786	0.098754118	phosphatidylinositol 3-kinase, regulatory subunit, polypeptide 1
22030	Traf2	up	0.00494606	0.143934526	TNF receptor-associated factor 2
320207	Pik3r5	down	0.005657697	0.150032002	phosphoinositide-3-kinase, regulatory subunit 5
19057	Ppp3cc	up	0.010725845	0.180866379	product:protein phosphatase 3, catalytic subunit, gamma isoform, full insert sequence
18707	Pik3cd	down	0.018633533	0.215061721	phosphatidylinositol 3-kinase catalytic delta polypeptide
16176	Il1b	down	0.0209536	0.223322644	interleukin 1 beta
12984	Csf2rb2	down	0.04246625	0.278562932	colony stimulating factor 2 receptor, beta 2, low-affinity
53859	Map3k14	down	0.046223273	0.285394112	mitogen-activated protein kinase kinase kinase 14

### 4.8 Diseases and biofunction analysis

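The software and its gene annotations were not used here. Of the 35 genes of a leukocyte list fixed before the data were examined, 31 were measured on the arrays of the model and DECB groups, and 26 of those were well above background on all 3 M arrays. The list had a median log2 fold change of 1.22 on the arrays labelled DECB relative to M, with 26 genes higher and 5 lower (camera with a preset inter-gene correlation, adjusted p = 7.75e-09). The shift was not past the threshold under fry (adjusted p = 0.0884) or with the correlation estimated (adjusted p = 0.505). In limma 5 of the 31 genes reached an adjusted p under 0.05 over all genes tested, and 20 did so when adjusted over the list alone. Ptprc, which encodes the antigen shared by leukocytes, had a log2 fold change of 1.57 (adjusted p = 0.0847), S100a9 one of 3.61 (adjusted p = 0.0521) and Adgre1, a gene of macrophages, one of 1.60 (adjusted p = 0.0481). Cd79a, a gene of B cells, differed by -0.06, or by 0.35 with normexp. In a list of 11 clock genes that peak with Dbp, the median log2 fold change was -0.54 (camera, adjusted p = 0.187), or -0.23 with the 1 gene not well above background in DECB set to its bound.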

We used an IPA system to analyze the mRNA expression microarray data and found that the most relevant diseases mainly included immunological disease, endocrine system disorders, gastrointestinal disease, organismal injury, metabolic diseases and infectious diseases. The most relevant biological function was apoptosis of stem cell clonogens (Tables 6 and 7).

**Table 6:** Related diseases of IPA analysis.

Diseases	Functions Annotation	p-Value
Immunological Disease	systemic autoimmune syndrome	4.83E-65
Endocrine System Disorders, Gastrointestinal Disease, Immunological Disease, Metabolic Disease, Organismal Injury and Abnormalities	insulin-dependent diabetes mellitus	2.37E-57
Endocrine System Disorders, Gastrointestinal Disease, Metabolic Disease, Organismal Injury and Abnormalities	diabetes mellitus	7.29E-48
Hematological System Development and Function, Tissue Morphology	quantity of leukocytes	4.59E-44
Cellular Movement, Immune Cell Trafficking	leukocyte migration	1.18E-40
Hematological System Development and Function, Tissue Morphology	quantity of blood cells	4.08E-40
Metabolic Disease	glucose metabolism disorder	1.36E-39
Cellular Movement, Hematological System Development and Function, Immune Cell Trafficking	cell movement of leukocytes	4.74E-37
Infectious Diseases	infection of mammalia	1.46E-34

**Table 7:** Related biofunctions of IPA.

Bio function	Functions Annotation	p-Value
Cell Death and Survival	apoptosis of stem cell clonogens	0.000633
Gene Expression	inactivation of mouse X chromosome	0.000633
Cell Morphology, Cellular Compromise, DNA Replication, Recombination, and Repair	mutagenesis of lung cells	0.000633
Cell Morphology, Cellular Compromise, DNA Replication, Recombination, and Repair	mutagenesis of splenocytes	0.000633
Cellular Development, Cellular Growth and Proliferation, Hematological System Development and Function, Inflammatory Response, Lymphoid Tissue Structure and Development	proliferation of mononuclear phagocyte progenitors	0.000633
Cell Death and Survival	survival of stem cell clonogens	0.000633
Behavior, Nervous System Development and Function	circadian rhythm	0.000889
Lipid Metabolism, Small Molecule Biochemistry	synthesis of diacylglycerol	0.00123
Embryonic Development, Organismal Development, Tissue Development	development of neuroectoderm	0.00125

### 4.9 Real-time quantitative PCR validation

The Fas, IL1b, Pik3r1, Pik3r5, and Traf2 genes were selected for real-time quantitative PCR (Table 8 and Fig 5). The results showed that the Fas, IL1b, PIK3R1, and Pik3r5 genes played a significant role in the CCl_4_-induced mice liver injury model (p-values = 0.00510, 0.00048, 0.00572, and 0.00006, respectively), their expressions were down-regulated, and DECB inhibited the expression of these four genes (the ratios of DECB group/model group for these genes were 0.54, 0.38, 0.88, and 0.35, respectively). Expression of the Traf2 gene was up-regulated in the model group, which was highly significant (*P* = 0.00984), and DECB could promote the expression of this gene (the ratio of the DECB group/model group was 1.44).

**Table 8:** Results of real-time quantitative PCR validation.

Sample No.	Fas/GAPDH	IL1b/GAPDH	Pik3r1/GAPDH	Pik3r5/GAPDH	Traf2/GAPDH	Csf2rb2/GAPDH	Map3k14/GAPDH	Pik3cd/GAPDH	Ppp3cc/GAPDH
AVE M	2.58E-02	1.23E-02	2.98E-02	2.94E-03	9.26E-03	1.42E-03	2.51E-04	6.01E-04	9.71E-04
AVE DECB	1.39E-02	4.65E-03	2.63E-02	1.05E-03	1.33E-02	1.15E-03	1.74E-04	3.77E-04	2.57E-03
DECB/M	0.54	0.38	0.88	0.35	1.44	0.81	0.69	0.63	2.65

**Fig 5:**
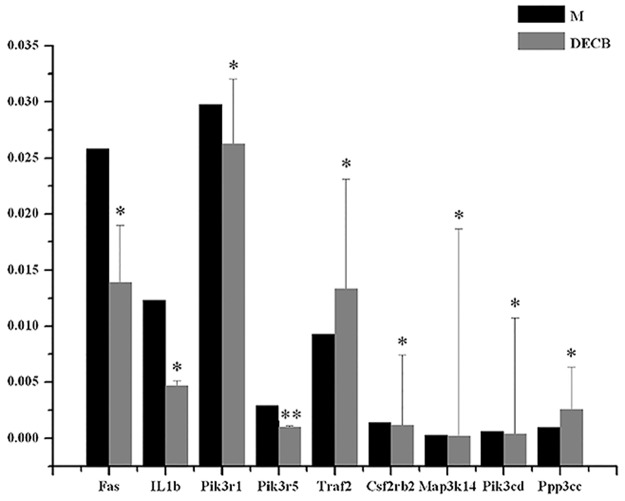
Real-time quantitative PCR validation of the Fas, IL1b, Pik3r1, Pik3r5, and Traf2 genes. *P<0.05, **P<0.01, DECB group *vs*. model group (M, model group; DECB, deproteinized extract of calf blood group).

## 5. Discussion

CCl_4_-induced liver injury model is a classical model that is commonly used to study the liver, liver drug efficacy and mechanisms of action [11]. The currently accepted mechanism of CCl_4_-induced liver injury is that CCl_4_ can generate CCL_3_ and CCl_3_O_2_ radicals through activation of hepatic microsomal cytochrome P450. These free radicals can covalently bind to macro-molecules in liver cells and attack unsaturated lipids under the cytoplasmic membrane to induce lipid peroxidation (LPO). LPO and its degradation products can also cause damage to the stability and integrity of a variety of biological membranes and increase their permeability, resulting in the outflow of enzymes in the cytoplasm into the blood, such as ALT and AST [12,13]. Therefore, the determination of ALT and AST activities in the serum is an important index for evaluating liver injury. In the current experiment, the activity of serum ALT and AST in the DECB group was significantly lower than that in the model group, suggesting that DECB may exert a protective effect on CCl_4_-induced acute liver injury. The metabolic end-product MDA of lipid peroxides can reflect the degree of oxidation reaction and induce cell damage in the body [14,15]. SOD is the main defensive antioxidant enzyme in cells, which can clear free radicals, mitigate the chain reaction of lipid peroxidation, and protect the structural stability and functional integrity of membranes. It is believed that MDA content and SOD activity can indirectly reflect the level of oxygen free radicals, and the GSH level can reflect the body's antioxidant capacity [16]. The results showed that SOD activity and GSH level were significantly increased, while MDA content was significantly decreased in the DECB group, indicating that DECB can enhance the antioxidant capacity of the liver and reduce the formation of lipid peroxides. DECB extracted and purified from calf serum by ultrafiltration and concentration technologies mainly consists of small molecular substances, such as inorganic ions (potassium, sodium chloride, etc.), small peptides, amino acids, and sugars. Polypeptide concentrations and the contents of DECB products from various manufacturers differ. Higher contents of polypeptides confer stronger in vivo antioxidant ability, suggesting that the effective antioxidant components of DECB could be the polypeptides [4].

We found that its most important biological function was on stem cell apoptosis through the IPA analysis of mRNA expression microarray. As is well known, apoptosis can lead to a variety of diseases, including cancer, autoimmune diseases, and cardiovascular disease. In addition, we also found through IPA analysis that related diseases included immune system diseases, endocrine system diseases, blood system diseases, metabolic diseases and infectious diseases. Therefore, our focus was on cell apoptosis, confirming that the effect of DECB could be related to the apoptosis of cells.

Liver cells undergo death via the two primary mechanisms of necrosis and apoptosis. Apoptosis is the first response of liver cells to various injury factors, and necrosis tends to occur following apoptosis. The apoptosis process plays a crucial role in the formation of necrosis among liver cells [17,18]. Therefore, studies on the mechanism of apoptosis are important to further reveal the nature of CCl_4_-induced acute liver injury and liver failure. The results revealed that apoptosis of hepatocytes was obvious, and the apoptosis index was increased in CCl_4_-induced acute liver injury. Oxidative stress induced by reactive oxygen species (ROS) is an important link in causing apoptosis. SOD is one of the main free radical scavenging enzymes in the body. The decrease of effective hepatic blood flow causes the decrease of SOD, an endogenous scavenger of oxygen free radicals, and meanwhile the synthesis of SOD is also decreased, leading to the deficiency of oxygen free radical scavenging, which in turn inhibits the activity of SOD further. The decreased SOD can trigger the catalytic cracking of lipid peroxides in the presence of metal ions to generate MDA, and MDA via a cytotoxic effect can bind to proteins through intramolecular and intermolecular cross-linking molecules to induce apoptosis [16] The apoptosis index significantly reduced after the administration of DECB, suggesting that DECB could inhibit the apoptosis of liver cells, which may be achieved through regulating the expression of apoptosis-related genes. The activation of caspases occurs repeatedly in apoptosis mediated by oxidative stress, which has an important influence on the apoptosis process. Caspases are the ultimate factors by which apoptosis is promoted, play key roles in the process of mediating apoptosis, and are the rendezvous point of many apoptotic pathways. Thus, caspases are ultimate factor responsible for executing apoptosis. In addition, another mechanism through which caspases function is self-activation through their mutual activation, and once they initiate the process of apoptosis, the cascade effect is initiated [19]. In this experiment, caspase-3, caspase-8 and caspase-9 expression increased in liver tissues in the model group, indicating that the activation of caspase-8 and caspase-9 can activate caspase-3 to initiate a caspase cascade reaction to induce apoptosis of liver cells. The RT-qPCR results in this experiment showed increased Fas expression, suggesting that Fas could directly interact with the endogenous Fas-associated death domain to generate an apoptosis complex to bind to pro-caspase-8, activating pro-caspase-8 to become a caspase with activity [20,21]. Activated caspase-8 can further activate caspase-3 in the downstream cascade, eventually leading to the apoptosis of cells. Caspase-9, one of the most important apoptosis-initiating factors, is located in the cascade upstream. It can complete its self-activation in the presence of other proteins and activate downstream caspase factors, such as caspase-3, and then induce a cascade amplification effect, thereby leading to cell apoptosis. Caspase-3 is an important apoptosis factor and a key enzyme of apoptosis. A cascade reaction will occur downstream once caspase-3 is activated, and thereafter, apoptosis is inevitable [22]. In this study, the expression of caspase-3, caspase-8 and caspase-9 decreased in DBCE group, indicating that DBCE can alleviate apoptosis by inhibiting the caspase cascade, thus inhibiting apoptosis. The Fas, IL1b, PIK3R1 and Traf2 genes all are closely related to apoptosis. Studies have found that both Fas and Traf2 are involved in the TNF signaling pathway: Fas, IL1b, and PIK3R1 can promote cell apoptosis, and Traf2 can inhibit cell apoptosis. 

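On the arrays Fas had a log2 signal relative to the 75th percentile of 0.60 ± 0.14 (SD, n = 3) in M and 1.99 ± 0.17 (SD, n = 3) in DECB. The log2 fold change of DECB over M was 1.39 (standard error 0.19, adjusted p = 0.0407 from limma). Pik3r1 had -2.52 ± 0.14 (SD, n = 3) in M and -1.18 ± 0.31 (SD, n = 3) in DECB, a log2 fold change of 1.33 (standard error 0.22, adjusted p = 0.048). For both genes the difference exceeded the spread of either group. Leaving out each array in turn kept the log2 fold change of Fas between 1.29 and 1.47 and that of Pik3r1 between 1.18 and 1.48, but both adjusted p values rose above 0.05 when any array other than DECB replicate 2 was left out. With slide as a block they were 0.134 and 0.201 in limma.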

The results of screening for differentially expressed genes revealed a down-regulation of Fas, IL1b and Pik3r1 and an up-regulation of Traf2 in the model group and the DECB group. Related studies have shown that Fas, Pik3r1 and TRAF2 are all involved in cell signaling pathways, and IL1b is involved in the regulation of inflammatory responses, while studies of Pik3r5 are still currently lacking.

Tumor necrosis factor receptor-associated factors (TRAFs) are important components in the signal transduction of the TNF receptor super family and the IL-1R/TLR super family [23]. TRAF2 is one of the most extensively expressed TRAF family members and plays an important role in TNF signal transduction of almost all branching pathways as an adaptor protein and regulatory factor [24]. TRAF2 can interact with anti-apoptotic factors to inhibit cell apoptosis [25,26]. The results obtained by the mRNA expression microarray assay showed that expression of Traf2 was significantly up-regulated (*P*<0.01), and DECB could promote the expression of Traf2 and then inhibit the apoptosis of liver cells.

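Traf2 was measured by 2 probes. The brighter probe had a log2 signal relative to the 75th percentile of 1.65 ± 0.35 (SD, n = 3) on the M arrays and 1.63 ± 0.17 (SD, n = 3) on the DECB arrays, a difference of -0.03 that is within the spread of each group (adjusted p = 0.953 from limma). Its sign depended on the processing, with 0.27 when slide was a block. The dimmer probe was well above background on all 3 M arrays and on 1 DECB array, and its mean fell by 1.41 on the log2 scale from M to DECB (adjusted p = 0.0757 over all probes), a size that rests partly on the 2 DECB arrays where it was not well above background.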

As one of the important signal transduction pathways in cells, the PI3K/AKTA/mTOR pathway plays an important biological role in the process of growth, survival, proliferation, apoptosis and angiogenesis [27]. PI3K family members are important kinases of phosphatidylinositol (PI) and important intracellular signaling molecules, which are involved in the regulation of cell proliferation, apoptosis and differentiation [28]. Pik3r1 and Pik3r5 are PI3K family members [29]. The PIK3R1 (phosphoinositide-3-kinase, regulatory subunit 1 and p85alpha) gene encodes the 85kD regulatory subunit p85α of phosphatidylinositol 3-kinase (PI3K). p85 is the regulatory subunit primarily expressed in the PI3K family, and all related signaling molecules are required to bind to the subunit p85 to activate PI3K. Then, through a variety of signaling pathways, cell growth, differentiation, adhesion and cell cycle processes are affected to promote the proliferation, invasion and metastasis of tumor cells and to inhibit apoptosis of tumor cells. The up-regulation of pik3cd is common in malignant tumors [30,31]. 

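The brightest of the 3 probes of Pik3cd had a log2 signal relative to the 75th percentile of -1.96 ± 0.13 (SD, n = 3) in M and -0.28 ± 0.81 (SD, n = 3) in DECB. The log2 fold change of DECB over M was 1.68 (standard error 0.39, adjusted p = 0.0833 from limma), and every DECB array lay above every M array. The adjusted p in limma was 0.0469 with median scaling and 0.015 without DECB replicate 2. Another probe, also well above background on all 6 arrays, gave 0.28 (adjusted p = 0.545 over all probes). The last probe was well above background on 2 M arrays and 1 DECB array and was not tested.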

The down-regulation of pik3cd in the mRNA chip experiment indicated that it was inhibited by EDCB in the mouse model. Few studies on Pik3r5 have been reported, and none have shown that it is significantly correlated with apoptosis [32]. In the current study, quantitative real-time PCR revealed a p value of 0.00006 for Pik3r5, and its experimental results were more significant than those of the other four genes, indicating that the Pik3r5 gene is closely related to the protective effects of DECB on liver injury and can be investigated as a potential target of DECB.

The IL1b gene encodes IL1β. IL1β is a pro-inflammatory cytokine and belongs to the IL1 family, which mainly includes α and β monomers. Activities of the IL1 family are mainly expressed through IL1β and are involved in the regulation of acute and chronic cell inflammatory reactions [33,34]. IL1β is primarily produced by blood monocytes and tissue macrophages and can induce the expression of genes involved in a variety of inflammatory reactions. It can induce the free radical effect, followed by a series of inflammatory reactions, such as the induction of tumor necrosis factor-α and the oxygen effect, resulting in activation of the nuclear transcription factor kB signal transduction pathway [35]. Studies have indicated that the up-regulation of IL1β expression is involved in breast cancer, colon cancer, melanoma and lung cancer and promotes cell apoptosis [36]. 

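Il1b had a log2 signal relative to the 75th percentile of 0.15 ± 0.48 (SD, n = 3) on the M arrays and 1.57 ± 0.41 (SD, n = 3) on the arrays labelled DECB. The log2 fold change of DECB over M was 1.42 (standard error 0.32), which did not reach the threshold after adjustment over all genes (adjusted p = 0.0776 from limma). It did with median scaling (adjusted p = 0.0482) and without DECB replicate 2 (adjusted p = 0.035). Leaving out each array in turn kept the log2 fold change between 1.17 and 1.64.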

The results of mRNA expression microarray analyses showed that the down-regulated expression of IL1β was not significant (*P* = 0.0209536), indicating that DECB could inhibit the expression of IL1β, although the difference was not significant. Real-time quantitative PCR showed that the expression of IL1β was also down-regulated (*P* = 0.00048), indicating that IL1β could be used as a potential drug target, although it has poor stability (Table 5).

The Map3k14 gene is closely related to NF-kappa B-inducing kinase (NIK) and has been correlated with certain cancers [37]. The Csf2rb2 gene has been rarely reported until recently. RT-qPCR revealed that it had high significance (*P* = 0.00626585), and therefore, it could be regarded as a potential drug target. Both the Map3k14 gene and the Csf2rb2 gene were down-regulated in the mRNA chip experiment, indicating that both were inhibited by DECB.

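The brighter of the 2 probes of Map3k14 had a log2 signal relative to the 75th percentile of -0.09 ± 0.18 (SD, n = 3) in M and 0.10 ± 0.71 (SD, n = 3) in DECB, a difference of 0.19 that is within the spread of the DECB arrays (adjusted p = 0.767 from limma). Its dimmer probe gave a log2 fold change of DECB over M of 1.34 (adjusted p = 0.16 over all probes). Csf2rb2 had -1.21 ± 0.42 (SD, n = 3) in M and 1.25 ± 1.42 (SD, n = 3) in DECB on the brighter of its 2 probes, a log2 fold change of 2.47 (standard error 0.67, adjusted p = 0.108). It was 2.02 with slide as a block (adjusted p = 0.400), where the unadjusted p was above 0.05. The dimmer probe of Csf2rb2 gave 1.07 (adjusted p = 0.189 over all probes). Neither gene reached the threshold after adjustment, and Csf2rb2 did without DECB replicate 2 (adjusted p = 0.0118 from limma).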

Excessive apoptosis can lead to neuronal degeneration, and neuronal degeneration can lead to schizophrenia. The ppp3cc gene is a gene linked to susceptibility to schizophrenia [38], and it has been reported that the ppp3cc gene is also associated with prostate cancer [39]. Therefore, ppp3cc may also be associated with cell apoptosis. RT-qPCR revealed that the ppp3cc gene was highly significant (*P* = 0.003736), which should be further evaluated in future research studies of apoptosis.

## 6. Conclusion

The Fas, IL1b, PIK3R1, Pik3r5, Traf2, Csf2rb2, Map3k14, Pik3cd and Ppp3cc genes were closely associated with cell apoptosis. Fas, Pik3r, Traf2, Ppp3cc and Pik3cd may be important factors of apoptosis-related signaling pathways, and IL1β could regulate and control cellular inflammatory responses and promote cell apoptosis. Although a few studies on Csf2rb2, Map3k14 and Pik3r5 have been recently published, the highly significant *P* value revealed by the RT-qPCR results indicates that Pik3r5 may be the key factor of apoptosis.

How the deposited data were processed for this re-analysis (not part of the article)

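Liver RNA of 3 samples of the model group and 3 of the DECB group was measured on 1-colour Agilent mouse arrays, and the values beside the claims come from the scanner files of these 6 arrays. As deposited by the authors, each file holds the intensity of every spot after background subtraction by the Agilent Feature Extraction software, version 11.0.1.1 by the file headers, without scaling between arrays. The authors also deposited a series matrix of log2 values, which the values show to be equalised between arrays; it was read only for the comparison in the closing section. The paper names GeneSpring GX for standardization and for selecting genes, and calls genes outside a 95% confidence interval differentially expressed, and its statistics section names a single-factor analysis of variance for measurement data in general, without naming a scaling, a fold threshold or a test for the arrays.

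The scanner files hold 43020 spots without controls per array, for 39429 probes, of which 399 were printed in 10 copies that were averaged. Spots with an outlier flag were left out, and the 59 probes this left without a value on an array were not used. No probe was saturated on any array. The log2 intensity was set relative to the 75th percentile of each array. Probes carry only an accession, which was matched to a gene symbol in the RefSeq table of assembly GRCm38.p6 for 27234 probes (69.1%), covering 20659 genes; the other 12195 probes stayed unnamed, and no coordinates were taken, since the arrays name another build. A probe was kept when it was well above background, by the Agilent flag, on all 3 arrays of at least 1 group, which left 27066 probes and 15494 genes. The brightest probe stood for a gene, and 3666 genes had several.

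The groups were compared on the log2 scale with lmFit and eBayes of limma, version 3.58.1, in R 4.3.3. The fit had no replicate or slide term, and p was adjusted by Benjamini-Hochberg over all genes tested. Every adjusted p of a gene comes from this test unless another setting, adjustment or source of values is named with it. Of 18 gene lists written from memory before the data were examined, 16 had at least 5 measured genes, shared no gene with another list and were tested with camera at a preset inter-gene correlation of 0.01, adjusted over these lists; fry and camera with an estimated correlation were the alternatives. The apoptosis list was written from memory of the pathway and not taken from the KEGG database. Slides were told apart by their scans. The exact permutation test of 3 arrays against 3 cannot give a p below 0.1, so no such p is given for single values. The genes named are the 9 of Table 5, Casp8 and Casp9, members of the lists, and the 5 largest fitted increases and 5 largest fitted decreases past the adjusted threshold among genes whose groups did not overlap, a rule set before the data were examined; some genes it covers are not reported here.

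The alternatives were quantile normalization, median scaling, another background correction, other filters on dim probes, other rules for several probes, fold thresholds, the methods' analysis of variance, other limma settings, a replicate block, slide as a block, and each array left out. The steps were tested on simulated data made from the means and spreads of the 15494 genes in the comparison of DECB with M. With 200 genes changed by a log2 of 2, limma called 86% of them and 8 unchanged genes; with a log2 of 1 it called 0 genes, so that changes of 2-fold are below what these arrays resolve after adjustment when few genes change. The precision is limited by the number of arrays. Clustering with STEM, DAVID and IPA were not repeated, and RT-qPCR, Western blot, serum and tissue measurements were not analysed here.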

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

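The tests of the lipid-synthesis, antioxidant-enzyme and fasting lists, of an exchange of arrays or labels, and of the slide for the number of genes were chosen after the result was seen.

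The paper discusses 9 genes from the arrays, and 216 other genes reached an adjusted p under 0.05 in limma, which makes them a signal in data the paper did not discuss. Of the 10 splits of the 6 arrays into 3 and 3, only 1, the real one, gave as many genes past the adjusted threshold, and 1 gave as many at an unadjusted p under 0.05, but 10 splits are too few to exclude chance. With slide as a block 0 genes in limma were past the adjusted threshold and 2407 at an unadjusted p under 0.05. For the number of genes past the adjusted threshold the slide and the group cannot be told apart, since 2 of the 3 M arrays lie on a slide that holds no DECB array. The count also fell to 0 without M replicate 2, without M replicate 3 or without DECB replicate 3, where 1827, 4218 and 1996 genes had an unadjusted p under 0.05 in limma. An effect of DECB stays open, as untested.

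The acute-phase list holds genes of plasma proteins that the liver makes in inflammation, and the paper does not discuss them. The list was higher on the DECB arrays, with a median log2 fold change of 1.34 and 22 of 22 genes higher in DECB, of which 9 reached an adjusted p under 0.05 over all genes tested and 17 when adjusted over the list alone. Saa1 rose by 3.58 (adjusted p = 0.0123) and Apcs by 2.97 (adjusted p = 0.0123) on the log2 scale. The adjusted p of the list, 9.94e-14 from camera, ranged from 1.19e-15 to 0.31 over its 17 alternatives. The list stayed past the threshold after quantile normalization (camera, adjusted p = 1.07e-11), which argues against a difference in signal distribution as the whole cause. On the slide of the DECB arrays the mean of the list, relative to M, was 0.39 on M replicate 3 and 1.31 to 2.20 on the DECB arrays. M replicate 3 is the only M array on that slide, so the slide cannot be told apart from the spread of single arrays. An exchange of 1 array for another between the groups is argued against, because the lowest DECB array lay 0.926 above the highest M array on the mean of the list. An exchange of the labels of the 2 groups would turn the median to -1.34, and it cannot be told apart from an effect of DECB, because no gene on the arrays marks the treatment.

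The stellate-cell list had a median log2 fold change of 0.75, with 15 of 16 genes higher in DECB, and its adjusted p, 0.000238 from camera, ranged from 1.58e-05 to 0.505 over its alternatives. It stayed past the threshold after quantile normalization (adjusted p = 5.77e-05), which argues against the signal distribution as the whole cause, but not with slide as a block (adjusted p = 0.198), and for this list slide and group cannot be told apart. The lipid-synthesis list had a median of 0.63, with 12 of 20 genes higher in DECB, and an adjusted p of 0.0284, with a range of 0.00423 to 0.31. Its genes did not move together. At an unadjusted p under 0.05 in limma 14 of the 20 differed, of which 11 were higher, among them Idi1 (2.03) and Sqle (1.49). The lower ones were Fasn (-1.33), Pklr (-1.29) and Acaca (-0.86), none of them past the adjusted threshold. The list too stayed past the threshold after quantile normalization (adjusted p = 0.0218) and not with slide as a block (adjusted p = 0.0981), which leaves the slide open for it.

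The antioxidant-enzyme list had a median log2 fold change of 0.30, with 13 of 16 genes higher in DECB (camera, adjusted p = 0.0114, with a range of 0.00232 to 0.578 over its alternatives). The fasting list, of genes that the receptor PPARA induces in fasting, had one of 0.41, with 15 of 20 genes higher in DECB (camera, adjusted p = 0.0366, with a range of 0.00232 to 0.837). Neither was past the threshold after quantile normalization (adjusted p = 0.578 and 0.539), so that a difference in signal distribution between the groups is a candidate explanation for both. With slide as a block neither was past it (adjusted p = 0.200 and 0.837), and slide and group cannot be told apart for them. Of the 10 splits, 2 gave as many lists past the threshold, the real one and 1 other. That other split joins DECB replicate 1 to M replicates 1 and 2, the M arrays of the second slide. The split that joins M replicate 1 to DECB replicates 2 and 3 gave 0 lists, and the rest gave 3 to 5. Chance can therefore not be excluded for the number of lists, and lists were past the threshold in camera under other groupings too.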

How the results depend on the processing

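The normexp correction on the spot medians, the gene by gene array weights and the combination of quantile normalization, the methods' analysis of variance and a 2-fold threshold were chosen after seeing the data, the combination because it came nearest to the paper's counts; the other alternatives were set before the data were examined. The planned normexp on the mean signal was not run, because the files hold the median signal of each spot, and the series matrix was not used as an alternative, because its values are not those of these arrays. The planned array weights were not used, because their estimate did not converge: it gave DECB replicate 3 a weight of 3154 and called 14063 genes.

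The number of genes at an adjusted p under 0.05 in limma, 218, was 424 with median scaling, 17 with no filter on dim probes, 102 with the methods' analysis of variance, 10038 with gene by gene array weights, 0 with slide as a block, 30 under the combination by gene and 18 under the combination by probe. It ranged from 0 to 1412 when each array was left out in turn, with the highest value without DECB replicate 2. Of the 218 genes, 147 were also called after quantile normalization and 42 with the methods' analysis of variance. The number at an unadjusted p under 0.05, 3616, was 5914 with every probe counted, 1328 with a 2-fold threshold, 10576 with gene by gene array weights, 2407 with slide as a block, 800 under the combination by gene and 1330 under the combination by probe. It ranged from 1827 to 4819 when each array was left out. With no filter the adjustment covered 20635 genes in place of 15494. With slide as a block the contrast rests on M replicate 3 as the only M array on the slide of the DECB arrays. The fits without an array hold fewer samples. The cause of the other shifts was not tested.

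The share of genes higher in DECB, 62.1%, was 54.1% after quantile normalization, 70.0% with median scaling, 78.7% with normexp, 66.4% for probes well above background on all 6 arrays, 59.7% with every probe counted, 67.8% with a 2-fold threshold, 63.8% with a trended and robust prior, 49.8% with gene by gene array weights, 60.4% with slide as a block and 65.8% under the combination by gene. It ranged from 57.1% to 64.6% when each array was left out. Normexp moved the median of all genes by 0.13 on the log2 scale, so that its share is relative to that shift. The cause of the other shifts was not tested.

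The M and DECB arrays carry the replicate numbers 1 to 3. The deviations of same-numbered arrays from their group means had correlations of -0.148, -0.149 and -0.131 across genes, so that the arrays share only a number. With a replicate block 49 genes reached an adjusted p under 0.05 in limma and 2795 an unadjusted p under 0.05.

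Of the 9 genes of Table 5, 0 changed in the direction Table 5 gives, 1 did with median scaling and 2 did with slide as a block, and between 0 and 2 did when each array was left out. At an unadjusted p under 0.05 there was no such gene under any of these alternatives. Median scaling adds 0.03 to the log2 fold change of every gene, which alone moved Traf2 from -0.03 to 0.0030. Traf2 changed sign to 0.27 with slide as a block, and ranged from -0.18 to 0.17 when each array was left out. Ppp3cc changed sign to 0.28 with slide as a block. Leaving out each array, Map3k14 ranged from -0.15 to 0.56 and Casp8 from -0.23 to 0.0090. The cause of the other changes of sign was not tested. Genes not past the adjusted threshold passed it in some settings: Pik3r5 after quantile normalization, Pik3r5, Pik3cd and Il1b with median scaling, Pik3r5, Pik3cd, Il1b and Csf2rb2 without DECB replicate 2, and Pik3r5, Ppp3cc, Pik3cd, Il1b, Csf2rb2 and Casp9 with the array weights, which called 10038 genes in all.

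The 7 gene lists past the threshold kept their direction under all 17 alternatives run, but not always their side of the threshold. The acute-phase list, with a median of 1.34, was no longer past it with the inter-gene correlation estimated (1.34), and ranged from 1.17 to 1.69 when each array was left out, past it each time. The leukocyte list, with a median of 1.22, was no longer past it under fry (1.22) and with the inter-gene correlation estimated (1.22), and ranged from 1.00 to 1.58 when each array was left out, past it each time. The stellate-cell list, with a median of 0.75, was no longer past it with slide as a block (0.16), under fry (0.75) and with the inter-gene correlation estimated (0.75), and ranged from 0.53 to 1.00 when each array was left out, past it each time. The lipid-synthesis list, with a median of 0.63, was no longer past it with normexp (0.56), with no filter on dim probes (0.63), with gene by gene array weights (0.61), with slide as a block (0.92) and with the inter-gene correlation estimated (0.63), and ranged from 0.58 to 0.73 when each array was left out, not past it without DECB replicate 2. The antioxidant-enzyme list, with a median of 0.30, was no longer past it after quantile normalization (0.018), with normexp (0.25), with slide as a block (0.37) and with the inter-gene correlation estimated (0.30), and ranged from 0.26 to 0.43 when each array was left out, not past it without DECB replicate 2. The fasting list, with a median of 0.41, was no longer past it after quantile normalization (0.13), with median scaling (0.44), with normexp (0.36), with no filter on dim probes (0.41), for probes well above background on all 6 arrays (0.41), with the mean of a gene's probes (0.41), with slide as a block (0.065), under fry (0.41) and with the inter-gene correlation estimated (0.41), and ranged from 0.24 to 0.54 when each array was left out, not past it without M replicate 1 and DECB replicate 2. The apoptosis list, with a median of 0.16, was no longer past it after quantile normalization (0.095), with normexp (0.18), with no filter on dim probes (0.16), for probes well above background on all 6 arrays (0.16), with the mean of a gene's probes (0.14), with slide as a block (0.24) and with the inter-gene correlation estimated (0.16), and ranged from 0.11 to 0.23 when each array was left out, not past it without M replicate 1, M replicate 3 and DECB replicate 2. The estimated correlation and fry change the test and not the values; the cause of the other changes was not tested.

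Of the lists not past the threshold, 7 changed sign in some settings, and none of the 9 passed it in any. The cell-cycle list changed from 0.018 to -0.096 with gene by gene array weights and ranged from -0.14 to 0.20 without each array. The erythroid list, at 0.15, ranged from -0.066 to 0.41 without each array. The Nrf2 list changed from 0.032 to -0.22 after quantile normalization and -0.37 with slide as a block and ranged from -0.18 to 0.26 without each array. The p53 list changed from 0.13 to -0.17 with gene by gene array weights and -0.25 with slide as a block and ranged from -0.27 to 0.26 without each array. The acinar list changed from -0.042 to 0.25 with normexp and 0.13 with slide as a block and ranged from -0.20 to 0.084 without each array. The pericentral list changed from 0.13 to -0.034 after quantile normalization and -0.097 with slide as a block and ranged from -0.049 to 0.31 without each array. The periportal list changed from 0.021 to -0.26 after quantile normalization, -0.030 with normexp and -0.11 with slide as a block and ranged from -0.022 to 0.13 without each array. The cause was not tested. Signal over background limits the falls of the genes that were not well above background on the DECB arrays, for which only bounds can be given.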

Differences from the paper's values

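Besides the alternatives set before the data were examined, normexp on the spot medians, gene by gene array weights and a combination of quantile normalization, the methods' analysis of variance and a 2-fold threshold were run after seeing the values, the combination because it came nearest to the paper's counts. The paper reports 1355 differentially expressed genes, and 3616 were found here at an unadjusted p under 0.05; the number came within 1.5 times of the paper's under a 2-fold threshold (1328), the fit without M replicate 2 (1827) and the fit without DECB replicate 3 (1996) and not under the other alternatives set before the data were examined, and it did under the combination by probe (1330), chosen after seeing the values. The paper counts 507 up-regulated genes, and 2246 were higher in DECB here; the number did not come within 1.5 times of the paper's under any alternative set before the data were examined, and it did under the combination by gene (526), chosen after seeing the values. With the fold taken as M over DECB the paper's 507 stand against 1370 here, and the number came within 1.5 times of the paper's under a 2-fold threshold (427), the fit without M replicate 2 (651) and the fit without DECB replicate 3 (706) and not under the other alternatives set before the data were examined, and it did under the combination by probe (495), chosen after seeing the values. The paper counts 848 down-regulated genes, and 1370 were lower in DECB here; the number came within 1.5 times of the paper's under median scaling (1030), probes well above background on all 6 arrays (1095), a 1.5-fold threshold (1111), the methods' analysis of variance (1167), the replicate block (1073), slide as a block (954), the fit without M replicate 1 (1038), the fit without M replicate 2 (651), the fit without DECB replicate 1 (1225) and the fit without DECB replicate 3 (706) and not under the other alternatives set before the data were examined, and it did under normexp (799), chosen after seeing the values. With the fold taken as M over DECB the paper's 848 stand against 2246 here, and the number came within 1.5 times of the paper's under a 2-fold threshold (901) and the fit without M replicate 2 (1176) and not under the other alternatives set before the data were examined, and it did under the combination by probe (835), chosen after seeing the values.

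The paper gives 30.49% as up-regulated, and 62.1% were higher in DECB here, or 37.9% in M with the fold taken as M over DECB; for DECB over M the share did not come within 1.5 times of the paper's under any alternative set before the data were examined. The paper gives 69.51% as down-regulated, and 37.9% were lower in DECB here, or 62.1% in M with the fold taken as M over DECB; for DECB over M the share did not come within 1.5 times of the paper's under any alternative set before the data were examined, and it did under the array weights (50.2%), chosen after seeing the values. With the fold taken as M over DECB both shares are within 1.5 times of the paper's. The paper's counts of up- and down-regulated genes make 37.4% and 62.6% of its total. In Fig. 4 about 64% of the rows, read by eye, are higher in the columns marked MG, taken as the DECB group, and 62.1% were higher in DECB here.

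For the 9 genes of Table 5 the P-value and FDR of the paper are set beside the unadjusted and adjusted p from limma here. A value of the paper is called reached when the value here came within 1.5 times of it. The alternatives named were set before the data were examined, unless stated otherwise, and those not named did not reach it. Fas has a P-value of 0.000657175 in the paper and of 0.000147 here, and an FDR of 0.083560716 in the paper and of 0.0407 here. The P-value of Fas was reached under the fit without M replicate 1 (0.000493), the fit without M replicate 3 (0.000686) and the fit without DECB replicate 1 (0.000457), and, chosen after seeing the values, the combination by gene (0.000643). The FDR of Fas was reached under no filter on dim probes (0.0669), the replicate block (0.0723), the fit without M replicate 1 (0.101), the fit without M replicate 3 (0.0689) and the fit without DECB replicate 1 (0.077), and, chosen after seeing the values, the combination by gene (0.0642). Pik3r1 has a P-value of 0.00125786 in the paper and of 0.000481 here, and an FDR of 0.098754118 in the paper and of 0.048 here. The P-value of Pik3r1 was reached under the replicate block (0.00155), the fit without M replicate 3 (0.00145) and the fit without DECB replicate 1 (0.00104), and, chosen after seeing the values, the combination by gene (0.00126). The FDR of Pik3r1 was reached under no filter on dim probes (0.0774), the methods' analysis of variance (0.0912), the replicate block (0.0838), the fit without M replicate 1 (0.113), the fit without M replicate 3 (0.0752) and the fit without DECB replicate 1 (0.0875), and, chosen after seeing the values, the combination by gene (0.0779). Traf2 has a P-value of 0.00494606 in the paper and of 0.911 here, and an FDR of 0.143934526 in the paper and of 0.953 here. No alternative reached the P-value of Traf2. The FDR of Traf2 was reached under the mean of a gene's probes (0.133). Pik3r5 has a P-value of 0.005657697 in the paper and of 0.00117 here, and an FDR of 0.150032002 in the paper and of 0.0566 here. The P-value of Pik3r5 was reached under the fit without M replicate 1 (0.00531), the fit without M replicate 2 (0.0055) and the fit without DECB replicate 3 (0.0046), and, chosen after seeing the values, the combination by gene (0.00586). The FDR of Pik3r5 was reached under the methods' analysis of variance (0.144) and the fit without M replicate 1 (0.135), and, chosen after seeing the values, the combination by gene (0.125). Ppp3cc has a P-value of 0.010725845 in the paper and of 0.168 here, and an FDR of 0.180866379 in the paper and of 0.382 here. The P-value of Ppp3cc was reached under the fit without M replicate 3 (0.016). The FDR of Ppp3cc was reached under the fit without DECB replicate 2 (0.233). Pik3cd has a P-value of 0.018633533 in the paper and of 0.00361 here, and an FDR of 0.215061721 in the paper and of 0.0833 here. The P-value of Pik3cd was reached under the mean of a gene's probes (0.0126), the methods' analysis of variance (0.0233), slide as a block (0.0243), the fit without M replicate 3 (0.0157) and the fit without DECB replicate 3 (0.0133), and, chosen after seeing the values, the combination by gene (0.018). The FDR of Pik3cd was reached under the methods' analysis of variance (0.187), slide as a block (0.26), the fit without M replicate 1 (0.166) and the fit without DECB replicate 3 (0.321), and, chosen after seeing the values, the combination by gene (0.183). Il1b has a P-value of 0.0209536 in the paper and of 0.00297 here, and an FDR of 0.223322644 in the paper and of 0.0776 here. The P-value of Il1b was reached under the methods' analysis of variance (0.0174), and, chosen after seeing the values, the combination by gene (0.0211). The FDR of Il1b was reached under the methods' analysis of variance (0.169), the fit without M replicate 2 (0.319) and the fit without DECB replicate 3 (0.319), and, chosen after seeing the values, the combination by gene (0.194). Csf2rb2 has a P-value of 0.04246625 in the paper and of 0.00772 here, and an FDR of 0.278562932 in the paper and of 0.108 here. The P-value of Csf2rb2 was reached under the methods' analysis of variance (0.0445), and, chosen after seeing the values, the combination by gene (0.0418). The FDR of Csf2rb2 was reached under the methods' analysis of variance (0.237), slide as a block (0.400), the fit without M replicate 1 (0.224), the fit without M replicate 2 (0.38) and the fit without DECB replicate 3 (0.362), and, chosen after seeing the values, the combination by gene (0.244). Map3k14 has a P-value of 0.046223273 in the paper and of 0.607 here, and an FDR of 0.285394112 in the paper and of 0.767 here. No alternative reached the P-value of Map3k14. The FDR of Map3k14 was reached under the mean of a gene's probes (0.29) and the fit without DECB replicate 2 (0.199).

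Of the genes of Table 5 that did not differ here, Traf2 reached an unadjusted p under 0.05 with the mean of its probes (0.0151 in limma) and Ppp3cc did without M replicate 3 (0.016) and with the array weights, chosen after seeing the values (0.000727), each time lower in DECB, the direction opposite to Table 5. On the authors' series matrix, which was not used as an alternative because its values are not those of these arrays, Pik3r1 had a log2 fold change of -0.87 of DECB over M (unadjusted value 0.0031, adjusted p = 0.0535 from limma) and Traf2 one of 0.43 (unadjusted value 0.0275, adjusted p = 0.131), both in the direction of Table 5. In the opposite direction were Pik3r5, with 0.67 (adjusted p = 0.033), the only 1 of the 9 past the adjusted threshold there, and, at an unadjusted p under 0.05, Map3k14 (0.46), Pik3cd (0.42) and Il1b (0.38). This comparison was made after seeing the values.

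When the P-values were computed after quantile normalization with the methods' analysis of variance, and for each gene the probe closest to Table 5 was picked, which was all done after seeing the values, 8 of the 9 were within 10% of those in Table 5, and that of Ppp3cc, at 0.263, was not. Table 5 describes Ppp3cc by a full insert sequence. Only 1 named probe of it was compared here, and the unnamed probes were not searched for it. For Traf2 and Map3k14 the closest probe was not the brightest one, and that of Traf2 was well above background on only 1 DECB array. The combination with the 2-fold threshold was picked as the nearest to the paper's counts after 3 sources of values had been looked at, each with and without the threshold.

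The paper states that Fas, Pik3r1, Pik3r5, Pik3cd, Il1b, Csf2rb2 and Map3k14 were down-regulated in DECB and that Traf2 and Ppp3cc were up-regulated. On the arrays as labelled all 9 had the opposite direction. The log2 fold changes of DECB over M were 1.39 for Fas, 1.33 for Pik3r1, 1.85 for Pik3r5, 1.68 for Pik3cd, 1.42 for Il1b, 2.47 for Csf2rb2, 0.19 for Map3k14, -0.03 for Traf2 and -0.82 for Ppp3cc, and with the fold taken as M over DECB the signs are those of Table 5. The changes of Traf2, Ppp3cc and Map3k14 were within the spread of the arrays and changed sign in some settings. The paper reads the arrays as inhibition of apoptosis-related genes, and the median log2 fold change of the apoptosis list was 0.16 in DECB over M. The list mixes genes that promote apoptosis with genes that inhibit it, so this value gives no direction of apoptosis itself.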

Other observations

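The tests of the direction of Table 5, of blood and of the share of hepatocytes for the leukocyte list, and of the series matrix were chosen after the result was seen.

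The genes of Table 5 change on the arrays in the direction opposite to Table 5. Another scaling is argued against. Under quantile normalization or normexp 0 of the 9 genes took Table 5's direction, and 1 did with median scaling, Traf2 at 0.0030. On the probes tested, 0 of the 9 genes had one past an unadjusted p of 0.05 in limma in Table 5's direction. This argues against another probe only for Traf2, Pik3cd, Csf2rb2 and Map3k14, which had several tested probes. The last probe of Pik3cd, at -0.13, was not tested. Fas, Pik3r1, Pik3r5, Ppp3cc and Il1b had only 1 named probe each, so that the test cannot decide this for them. As for the slide, 2 genes took Table 5's direction with slide as a block, Traf2 at 0.27 and Ppp3cc at 0.28, neither of them at an unadjusted p under 0.05. After quantile normalization, 8 of the 9 genes had a probe whose P-value is within 10% of Table 5, which is consistent with the same arrays having entered Table 5. Table 5 may then give M over DECB, or the labels of the 2 groups of arrays may be exchanged. The first is at odds with the RT-qPCR ratios of DECB over M in the paper, which go with Table 5 for 9 of the 9 genes (the paper's ratio is 0.54 for Fas and 2.65 for Ppp3cc). The columns of Fig. 4 go with the labels of the arrays, by a share of rows read by eye and with MG taken as the DECB group. An exchange of labels made before Fig. 4 was drawn would carry into it, so Fig. 4 cannot exclude the second. The 2 explanations cannot be told apart here, because no gene on the arrays marks the treatment.

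The leukocyte list, which was higher on the DECB arrays, stayed past the threshold after quantile normalization (adjusted p = 4.56e-10) and with slide as a block (adjusted p = 8.78e-08), in a range of 2.35e-12 to 0.505 over its 17 alternatives, which argues against both as the whole cause. It was not past the threshold under fry or with the inter-gene correlation estimated. Blood left in the tissue would bring its abundant globin transcripts, but the mean of Hba-a1, Hba-a2 and Hbb-b2 lay at least 1.28 below the mean of the leukocyte list on every DECB array, relative to M on the log2 scale, with an SD of 0.46 for the globin genes and 0.15 for the list between the M arrays, which argues against it as the whole cause. The log2 fold changes were -0.21 for Hba-a1, -0.33 for Hbb-b2 and -0.03 for Hba-a2, or 0.0049 for Hba-a2 with median scaling. Other erythroid genes were higher, with 0.95 for Alas2 (adjusted p = 0.0505) and 0.48 for Slc4a1, in both of which every DECB array lay above every M array, and 0.61 for Rhag. More leukocytes within the blood were not tested. A lower share of hepatocytes would raise the lists of other cells alike, but on every DECB array the mean of the leukocyte list exceeded that of the erythroid list by at least 0.877, a difference with an SD of 0.22 between the M arrays, which argues against it as the whole cause. The stellate-cell list rose too, and the leukocyte list exceeded it by 0.89, 0.33 and 0.68 on the DECB arrays, with an SD of 0.51 between the M arrays, so that on DECB replicate 2 the difference was within this spread. A larger number of leukocytes in the liver, a higher expression of these genes in the same cells, and an exchange of the labels of the groups stay open as hypotheses. The histology of the paper names lymphocytic infiltration for the model group and does not mention it for the DECB group. That is at odds with a larger number in DECB, but the paper gives no counts of these cells. Of the 31 genes, 26 were well above background on all 3 M arrays, and no gene is on another list.

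The mRNA of Casp8 and Casp9 on the arrays did not reach the adjusted threshold. The log2 fold change of DECB over M in limma was -0.10 for Casp8 (adjusted p = 0.777), with overlapping groups. It was 0.31 for Casp9 (adjusted p = 0.318), for which every DECB array lay above every M array, as chance gives for 10% of genes in either direction.

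The other lists were not past the threshold in camera. Their median log2 fold changes of DECB over M were 0.13 (adjusted p = 0.422) for pericentral and 0.02 (adjusted p = 0.892) for periportal hepatocytes, 0.02 (adjusted p = 0.892) for the cell cycle, 0.03 (adjusted p = 0.892) for targets of Nrf2, 0.32 (adjusted p = 0.861) for clock genes in phase with Arntl, 0.15 (adjusted p = 0.491) for erythroid genes and -0.04 (adjusted p = 0.892) for pancreatic acinar genes. For genes of p53 and stress it was 0.13 (adjusted p = 0.892), with a mean of -0.0023, which differs in sign from the median.

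The Y-chromosome genes Ddx3y and Eif2s3y were well above background on all 6 arrays, with log2 fold changes of -0.06 and -0.21 of DECB over M, of which that of Ddx3y changed sign to 0.057 with normexp, and Uty, not well above background on any DECB array, was at least 1.49-fold lower. Of the 2 probes of Xist, which females express from the inactive X chromosome, 1 was well above background on M replicates 1 and 2, at -3.71 and -3.61 in log2 units relative to the 75th percentile, and not on the other 4 arrays, and the other probe on no array. The paper states that the mice were male. No explanation was tested for this.

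The series matrix, which holds log2 values deposited by the authors for the same 6 samples, does not hold the values of the scanner files. Its columns had a mean rank correlation of 0.786 with their own array over 39370 probes, which argues against rows shifted against the probes. The correlation with the own array minus that with the other arrays was -0.000209, so that it was no higher with the own array, which argues against another scaling of the same arrays. By rank among all probes the median of the leukocyte list lay 26.6 percentile points higher in the matrix than in the scanner files and that of the erythroid list 37.0 higher, whereas the periportal, pericentral and acute-phase lists changed by -46.3, -37.9 and -47.7. Alb lay at percentile 70.3 in the matrix and 100 in the scanner files. RNA of a tissue richer in blood cells than the liver is a candidate explanation, as a hypothesis. On the matrix limma called 809 genes at an adjusted p under 0.05 and 4282 at an unadjusted one, 3 of the 9 genes of Table 5 had Table 5's direction, and the log2 fold changes had a correlation of 0.0272 with those of the scanner files across genes, which are not independent replicates.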
